A study of Mus musculus with 18 samples. Its data were reported in "Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network" (2019).

How the data were processed

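RNA of nuclear and cytoplasmic fractions of mouse myofibers was measured on Agilent single-channel arrays in 18 samples, 3 for each fraction of EDL, soleus and TA. Groups and replicate numbers were taken from the labels. Per the file headers, the scanner files hold an intensity per spot that Feature Extraction 10.7.3.1 had corrected for background and trends within the array, with no scaling between arrays. The authors also deposited a matrix of quantile-normalized intensity, which holds values for 3687 features, 3668 probe names, and was used as an alternative only.

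The processed intensity was taken to log2. Spots without the flag for positive and significant signal, and spots marked as outliers by the scanner software (0.263% to 0.568% per array), were set to missing. The 3671 control spots were left out. Arrays were quantile-normalized together, and the spots of a probe name were averaged, which gave 55681 probe names. A model with 6 group means was fitted with limma 3.58.1 in R 4.3.3, with 12 residual degrees of freedom where no value was missing. Variances were moderated with eBayes (prior degrees of freedom 3.27), and p-values were adjusted by Benjamini and Hochberg over the probes tested in that comparison, with a threshold of 0.05. All p-values of single probes are adjusted p-values of limma's moderated tests, which are 2-sided. A probe was tested when it had a value on at least 2 of the 3 arrays in each group involved. The comparisons were nuclei against cytoplasm over the 3 muscles and within each, the interaction of muscle and fraction by a moderated F test, soleus against EDL, and TA against EDL. A difference is nuclei minus cytoplasm, or the first-named muscle minus the second, in log2. Standard errors come from the same fit. Further software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, with the R package data.table, version 1.17.8.

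The comparisons, the alternatives other than those named as added, and the rule for named genes were set before the data were examined. Genes were named by 4 rules: a fixed list; the 5 lncRNA and 3 coding probes with the largest change in each direction over the 3 muscles, past the threshold and with no overlap between fractions in each muscle; the 3 lncRNA and 2 coding probes with the smallest p in the interaction; and the 3 probes with the largest change in each direction between muscles, past the threshold and with no overlap. Outside the fixed list, probes were ranked only if their level was well above background on at least 1 array in each group involved. A listed gene is given by its probe with the highest mean. Where no array of 1 group was well above background, the difference is a lower bound, the mean of the brighter group over the mean of, per array, the higher of the lowest signal well above background and the probe's own signal.

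A probe counted as lncRNA when its description in the scanner file named a lincRNA, a non-coding or antisense RNA or a pseudogene, when its accession was of a non-coding transcript, or when the reference tables gave a non-coding biotype. Small RNA classes were left out. The reference tables (assembly GRCm38.p6) were used for names and biotypes only, and positions are those of the array on mm9. By accession 26425 probes matched, by symbol 3912, by synonym 805 and by another accession 110, while 24429 did not match. A lncRNA gene was nuclear when at least 1 probe was called higher in nuclei in at least 1 muscle and none was called higher in cytoplasm, cytoplasmic in the opposite case, and mixed when both occurred.

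Gene sets were tested over 27472 genes, each by its brightest probe, with camera at a correlation of 0.01, and with fry and an estimated correlation beside it. Missing values, 1.02% of the total, were filled by the group mean for these tests. The set of mitochondrially encoded genes had too few tested genes and was left out.

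Replicate numbers pair the EDL and soleus samples, which come from the same mice by the labels, and only in part the TA fractions. By the labels TA cytoplasm 1 and TA cytoplasm 2 also share mouse 5, although they were treated as separate samples. Pairing was checked by correlating each array's deviations from its group mean. These correlations, across 35528 probes, lay between -0.11 and 0.13, and no pairing was used outside the alternative with a replicate block.

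The group means, the interaction, the replicate block, Significance Analysis of Microarrays in EDL, camera and the mean of the nuclear arrays as 1 sample were tested on simulated data, with 1 spread per probe in both fractions. In each but camera 200 probes were changed by 2 (log2). With group means, 98.0% were recovered over the 3 muscles, 75.5% to 80.0% within a muscle, 87.5% and 87.0% in the comparisons of muscles, and 51.5% in the interaction. Between 3.85% and 7.36% of calls were false, and 0 probes were called with no change put in. Significance Analysis of Microarrays called 35 probes in EDL. With the nuclear arrays as 1 sample, 81.0% were recovered over the 3 muscles, 21.5% to 27.0% within a muscle, 58.0% and 74.5% in the comparisons of muscles, and 0% in the interaction. fry, the localization classes and slide as a random block were not tested on simulated data.

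The alternatives were scaling to the 75th percentile, no scaling, normexp background with an offset of 50, no mask, a mask by the flag for signal well above background, values on 3 of 3 arrays, the deposited matrix, an intensity trend in eBayes, a replicate block, slide or scan day as a block, slide as a random block, only the arrays compared, Significance Analysis of Microarrays at a false positive share of 0.01, a minimum log2 difference of 1, other definitions of the localization classes, other gene set settings, and each array left out in turn. After the data were seen, 6 more were added: outlier spots kept, only the probes of the deposited matrix, lincRNA regions left out, a floor at the 95th percentile of olfactory receptor probes in each group, the highest of these floors for every group, and the mean of the nuclear arrays of a muscle as 1 sample. The last has 6 residual degrees of freedom, all from the cytoplasm arrays, and assumes that each lone nuclear sample varies like them.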

Results

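Gene expression arrays were run on RNA from the nuclear and the cytoplasmic fraction of mouse myofibers, the single multinucleated cells of skeletal muscle. The fibers came from extensor digitorum longus (EDL), soleus and tibialis anterior (TA). Each array held 1 pool of 5 to 10 fibers, and each of the 6 groups of muscle and fraction had 3 arrays, 18 in all. Each array carried 55681 probe names on 59305 spots besides the control spots. Signal was positive and above background on 78.9% to 89.3% of these spots, and well above background on 58.6% to 71.2%. The number of arrays limits the precision of every value that follows.

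Replicate arrays correlated across probes with r between 0.981 and 0.988 in the nuclear groups and between 0.915 and 0.967 in the cytoplasmic groups. These correlations are across probes, which are not independent replicates. The median SD between replicates was 0.12 to 0.16 (log2) in nuclei and 0.28 to 0.42 in cytoplasm. At 30 probes spotted several times per array, the SD between the 3 nuclear arrays of a muscle was 0.944 times the SD between spots within an array in EDL, 0.880 times in soleus and 1.23 times in TA. The same ratio was 1.67, 3.49 and 4.32 in the cytoplasm of EDL, soleus and TA. At these 30 probes the nuclear replicates of EDL and soleus thus differed by no more than the spots of a single array, which was not measured for the other probes. They were kept as 3 samples as the labels give them. The comparisons were also computed with the nuclear arrays of each muscle averaged to 1 sample, an alternative chosen after seeing the data, and those counts stand beside the others.

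EDL and soleus cytoplasm lay on slide 1 and EDL and soleus nuclei on slide 2. The TA nuclei and TA cytoplasm 2 lay on slide 4, TA cytoplasm 3 on slide 3 and TA cytoplasm 1 on slide 1. Slides 3 and 4 were scanned on the same day. Fraction and slide therefore cannot be told apart within EDL or within soleus. The first principal component of the 35528 probes measured on 18 arrays carried 53.4% of the variance and separated the fractions, although soleus cytoplasm 2 lay nearest the nuclei, at -5.86 against -78.87 to -151.14 for the other cytoplasm arrays. The second component carried 21.2%. It was negative for the 5 arrays of slides 3 and 4 and positive for TA cytoplasm 1, at 32.56, and the arrays of EDL and soleus.

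The first comparison asked which transcripts differ between the nuclear and the cytoplasmic fraction. Over the 3 muscles, 28296 of 40541 probes passed an adjusted p of 0.05 in limma, 12663 higher in nuclei and 15633 higher in cytoplasm. Counting the nuclear arrays of a muscle as 1 sample gave 16181, of which 16161 were shared. The largest move came from the values the authors deposited, which cover 3668 probes and gave 2049, with 51.9% higher in nuclei. Of these 2049, 1360 were also called here, each in the same direction, 282 were tested here without being called, and 407 were not tested here. The split of 44.8% higher in nuclei depended on the scaling. It was 41.4% when arrays were scaled to their 75th percentile and 70.1% with no scaling, which moved the median difference of all probes from -0.08 to -0.17 and 0.42. Changes are therefore relative to the bulk of the probes.

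Within EDL, 8742 probes were higher in nuclei and 11586 in cytoplasm, 20328 of 43669 tested. Within soleus, the counts were 8139 and 9455, 17594 of 43620. Within TA, they were 8380 and 14638, 23018 of 43699. These totals were, for nuclear arrays as 1 sample, 3158, 1408 and 4391. Without scaling, the share higher in nuclei was 69.5% in EDL, 92.3% in soleus and 44.2% in TA. It was 43.0%, 46.3% and 36.4% under quantile normalization, and 33.9% in soleus under 75th percentile scaling. The share also moved with the test and the values used. In TA it was 15.5% with Significance Analysis of Microarrays and 47.4% on the deposited values. With the nuclear arrays as 1 sample it was lower in each muscle than in the main fit. The median over all probes without scaling was 0.35 in EDL, 0.96 in soleus and -0.16 in TA. Under 75th percentile scaling it was -0.17, -0.22 and -0.25. Of 13856 probes called in both EDL and soleus, 13826 had the same direction, and 11436 of 11478 called in the 3 muscles did.

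Within the scan day shared by both fractions of TA, 2 cytoplasm and 3 nuclear arrays were compared. At 13663 probes called in one direction in EDL and soleus, 97.2% had the same sign in TA on that day. On slide 4 alone, with 1 cytoplasm array, the share was 96.6% of 13567 probes.

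**Figure D1:**
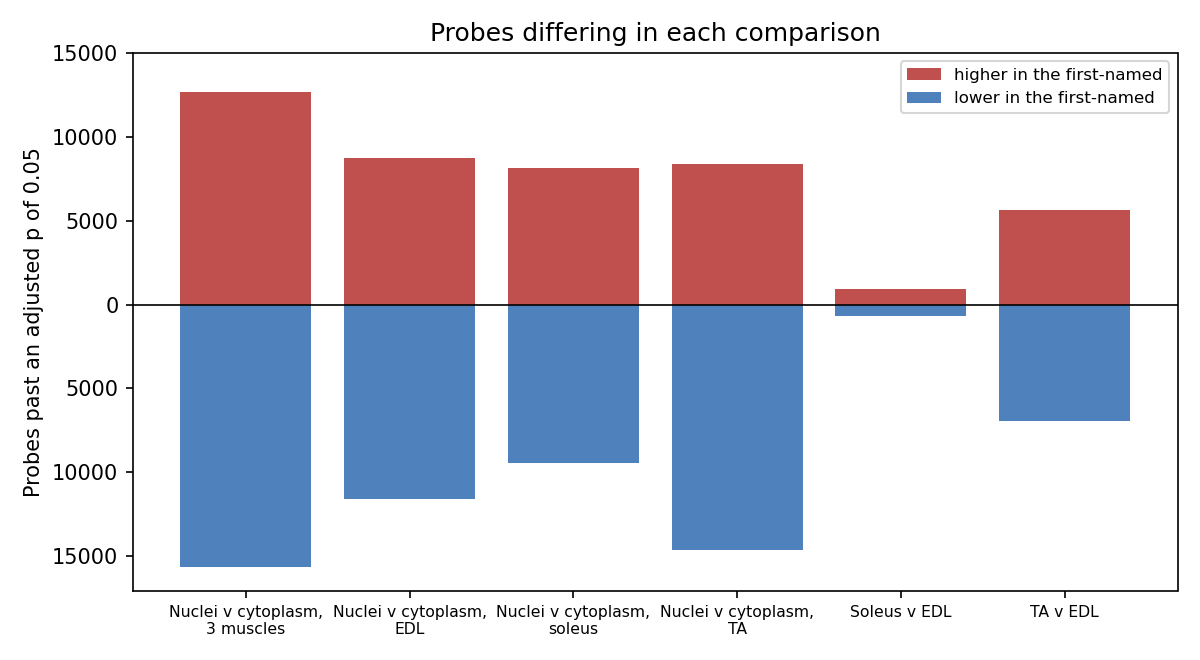
Number of probes past an adjusted p of 0.05 in limma in each comparison, with the bars above 0 for those higher in the first-named group and the bars below 0 for those lower in it. The soleus and EDL comparison had 1603 such probes, and the 3-muscle comparison of fractions had 28296 under quantile normalization. The direction split of the fractions changes with the scaling.

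By annotation, 8602 coding probes were higher in nuclei and 5850 in cytoplasm over the 3 muscles. Among probes of annotated lncRNAs 189 were higher in nuclei and 690 in cytoplasm. Among probes of lincRNA regions, intervals that the array names by position, the counts were 2363 and 5919. Among pseudogene probes they were 293 and 281. These numbers are relative to the quantile scaling described above.

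The lncRNA probes with the largest change toward nuclei were those of Xist and of a region on chromosome 19. Positions here are on the mm9 build, as the array gives them. Xist (A_52_P300376, chromosome X, 100662174 to 100662233) differed by 4.38 (SE 0.47, adjusted p 9.79e-07). By muscle the difference was 4.70 in EDL, 6.71 in soleus and 1.72 in TA, where it did not pass (adjusted p 0.0906). It was 5.90 ± 2.09 in cytoplasm and 10.59 ± 0.08 in nuclei of EDL (log2, SD, n = 3). The probe of chr19:5795690-5797464_F (A_30_P01022204) was 4.28 higher in nuclei (SE 0.21, adjusted p 4.94e-10), at 10.02 ± 0.14 in cytoplasm and 14.19 ± 0.05 in nuclei of EDL (n = 3). A probe of Malat1 lies within that region. The XIST region had 2 further probes among the leading 5, A_30_P01032945 at 4.24 (SE 0.26) and A_30_P01022001 at 4.02 (SE 0.42). The probe of chr6:31078802-31079644_R differed by 3.87 (SE 0.21). The coding probes with the largest change were Btg1 at 4.73 (SE 0.31), Ogt at 3.62 (SE 0.18) and Pde4dip at 3.61 (SE 0.20). Each of these 8 probes was higher on the 3 nuclear arrays than on the 3 cytoplasm arrays of every muscle, an order that chance gives in 10% of cases for 1 muscle of 3 against 3. It was a condition of their selection. Other probes of Btg1 and Pde4dip changed less in the same direction. They differed by 0.99 for Btg1 (A_55_P2098598, the brighter probe) and by 1.25, 1.28 and 1.55 for Pde4dip. In the cytoplasm of EDL, soleus and TA, signal was well above background on 2, 1 and 3 arrays for Xist, 2, 1 and 3 for A_30_P01032945, 1, 2 and 3 for A_30_P01022001, 2, 3 and 1 for the region on chromosome 6, 1, 1 and 2 for Btg1 and 3, 3 and 2 for Ogt.

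Toward cytoplasm, the leading probes were named by region. chr16:3111550-3130500_R (A_30_P01018084, chromosome 16, 3115830 to 3115889) differed by -6.24 (SE 0.20, adjusted p 1.31e-11). It was 12.28 ± 0.21 in cytoplasm and 5.66 ± 0.17 in nuclei of EDL (n = 3). The others were chr18:3003075-3016150_R at -5.98, chr7:67001975-67050575_F at -5.93, chr16:3337275-3355950_F at -5.90 and chr7:66926500-66952100_F at -5.86. The coding probes were Gm9758 at -5.603 (SE 0.19), Speer4d at -4.87 (SE 0.17) and Speer4b at -4.87 (SE 0.16). Speer genes were among the families treated as not known to be expressed in muscle, like the olfactory receptors below. Of 16 Speer probes tested, 15 were higher in cytoplasm and 1 in nuclei, with a median of -2.96. Second probes of Speer4d and Speer4b differed by -1.46 and -1.92. Gm9758, Speer4d and Speer4b had 3, 1 and 2 probes of other names on the array sharing at least 30 bases with them. The probes of chr18:3003075-3016150_R and chr16:3337275-3355950_F had 1 each. All 16 leading probes kept their side of the threshold with the nuclear arrays as 1 sample.

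A list of genes was fixed before the data were examined. Of 28 listed genes with a probe, 27 were tested over the 3 muscles, 22 passed 0.05 adjusted over all probes, and 23 passed adjusted over the list alone. The list includes genes that the study reported on, so the last count is not independent evidence. Higher in nuclei were Kcnq1ot1 at 3.27 (SE 0.19), Neat1 at 2.78 (SE 0.14, adjusted p 4.5e-10), Malat1 at 2.71 (SE 0.31), Meg3 at 2.23 (SE 0.17), Nctc1 at 1.56 (SE 0.14) and Gt(ROSA)26Sor at 1.05 (SE 0.28, adjusted p 0.00357). For Kcnq1ot1, 1 array of EDL cytoplasm, 1 of soleus cytoplasm and 2 of TA cytoplasm were well above background. Tug1 was higher in nuclei by 1.35 in EDL and 1.50 in soleus (SE 0.26 each), with 2 cytoplasm arrays well above background in both, and at least 4.55-fold in TA, where its cytoplasm was not well above background. Gt(ROSA)26Sor did not pass with the nuclear arrays as 1 sample, at an adjusted p of 0.108. Lower in nuclei were Myod1 at -1.61 (SE 0.25), Pvt1 at -1.33 (SE 0.15), Igf2os at -1.08 (SE 0.15), Gas5 at -1.004 (SE 0.15) and Airn at -0.86 (SE 0.16). Igf2os, Gas5 and Airn did not pass without scaling, with adjusted p of 0.0945, 0.0912 and 0.652. H19 differed by 0.20 (SE 0.16, adjusted p 0.300), within the error, and by -0.18 under 75th percentile scaling, where it did not pass either.

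Probes of one gene did not always move together. A second Airn probe (A_55_P2122633) was 2.54 higher in nuclei (adjusted p 7.42e-10). Other Gas5 probes were 2.09 (A_55_P2178378) and 0.96 (A_66_P134809) higher. A second Meg3 probe (A_52_P196568) was lower in nuclei, at -0.51. A second Pvt1 probe (A_55_P2051254) was not well above background in either fraction of EDL. Over the 3 muscles it differed by 0.72, toward nuclei and so opposite in sign to the first, but did not pass (adjusted p 0.0549). Among H19 probes, A_55_P1961127 was 0.37 higher and A_55_P1961125 differed by -0.55, both past the threshold. Mir143hg was not analysed here, as no probe carried its name. Among the listed genes, Neat1 and Tug1 had 2 probes of other names sharing at least 30 bases with them. Malat1, Pvt1 and Dancr had 1 each.

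**Figure D2:**
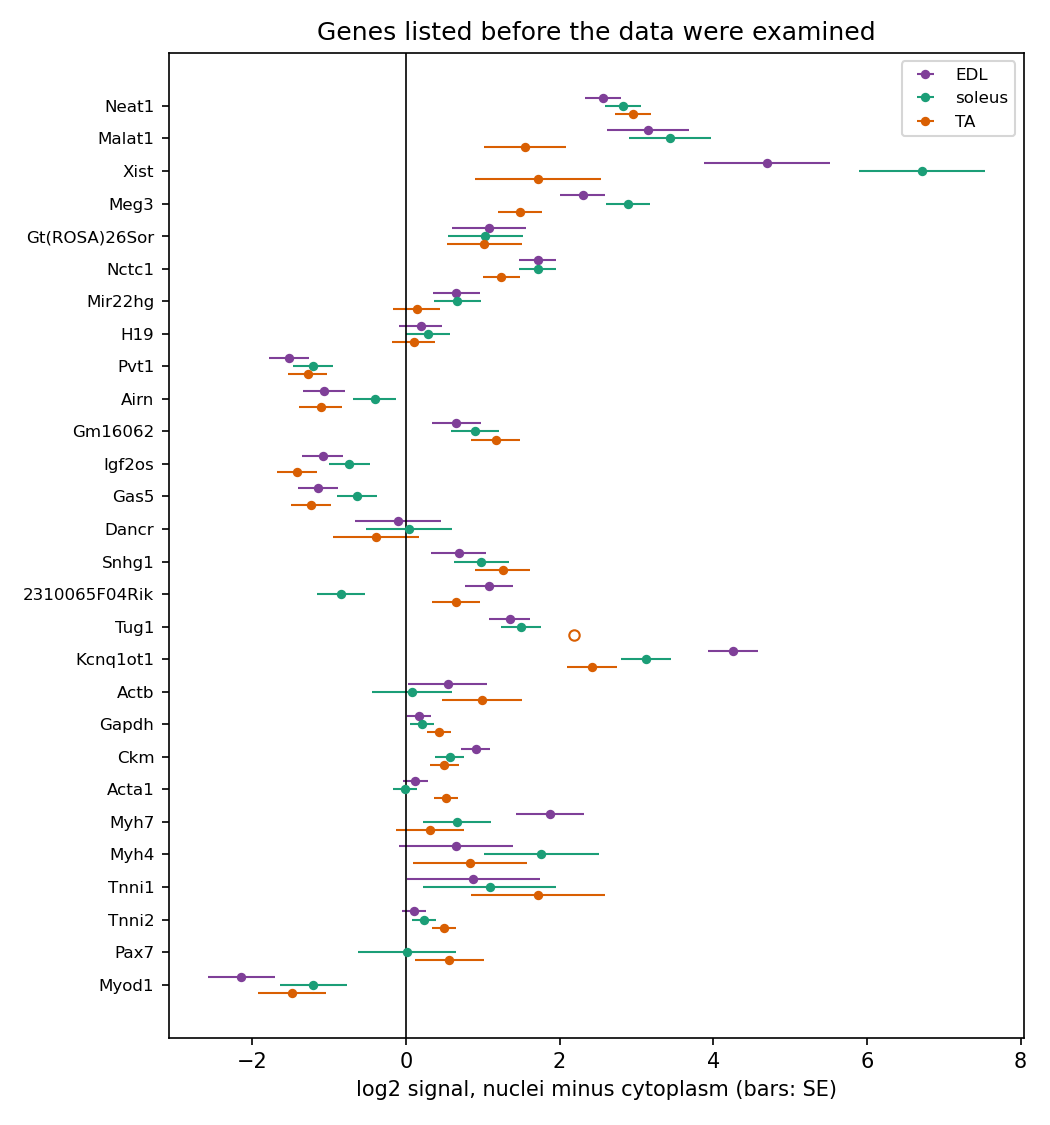
Difference in log2 signal, nuclei minus cytoplasm, for the listed genes in EDL, soleus and TA, each gene by its probe with the highest mean. Points are group differences and bars are standard errors from limma (n = 3 arrays per group, except Pax7). Pax7 had a value on only 1 array of soleus cytoplasm and on 2 arrays of EDL cytoplasm. The open point of Tug1 in TA stands for a cytoplasm not well above background, and Pax7 has no point in EDL, where neither fraction was. Neat1 lay at 2.57, 2.82 and 2.96, while Gapdh, Acta1 and Tnni2 changed sign over the 3 muscles under 75th percentile scaling, to -0.22, -0.23 and -0.24, and Tnni1 was -0.14 with slide as a random block.

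Genes annotated as lncRNA, lincRNA region or pseudogene were put into localization classes from the calls in the 3 muscles, the question the study addressed. Of 6560 genes tested, 1121 were nuclear, 3424 cytoplasmic and 776 mixed, and 1239 had no call. The values the authors deposited moved the cytoplasmic class most, to 428 beside 390 and 61. Without scaling the classes held 2050, 2030 and 1704 genes, the largest move of the nuclear and the mixed class in number of genes. Counting the nuclear arrays as 1 sample gave 294, 1339 and 21. Over the probes of the values the authors deposited, coding and unclassified probes included, they held 558, 927 and 60. With lincRNA regions left out they held 442, 971 and 40. Pseudogenes made up 22.0% of the nuclear, 7.74% of the cytoplasmic and 1.29% of the mixed genes. lincRNA regions made up 60.9%, 71.7% and 94.8%. With these regions left out, pseudogenes were 247 of 442 nuclear genes, 55.9%, and 265 of 971 cytoplasmic genes, 27.3%. Of the mixed genes, 582 had opposite calls between probes within 1 muscle, and 98 had 1 probe called in opposite directions in 2 muscles. Opposite calls between probes also occurred in 14.2% of the 4318 coding genes with several tested probes, against 17.2% of 3070 lincRNA regions.

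Probes with signal on 3 of 3 arrays of a fraction and on 0 of 3 of the other numbered 527 for nuclei and 1258 for cytoplasm in EDL, 604 and 850 in soleus, and 230 and 1354 in TA. With signal well above background required, the counts for nuclei rose to 1713, 2188 and 873, and for TA cytoplasm to 2237.

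Of 16 gene sets, 11 passed an adjusted p of 0.05 in camera with its preset correlation. Immediate early genes had a median of 1.51, with 22 of 24 higher in nuclei (adjusted p 6.29e-08). Ribosomal protein genes had a median of 0.48, with 76 of 83 higher, and nuclear-encoded respiratory chain genes a median of 0.52, with 87 of 93 higher. Endothelial, connective tissue and Schwann cell genes were higher in nuclei, with medians of 1.16, 0.89 and 0.95, as were slow contractile genes at 0.62, fast contractile genes at 0.41 and zinc finger genes at 0.13. Annotated lncRNAs, at -0.59, and lincRNA regions, at -0.64, were lower. With an estimated correlation, 0 sets passed in camera, and 2 had an unadjusted p under 0.05. In fry, each of the 11 but the zinc finger set passed (adjusted p 0.0576). Both contractile sets lost the threshold under 75th percentile scaling, without scaling, with signal well above background required (adjusted p 0.0787 for slow and 0.0892 for fast), with values on 3 of 3 arrays (0.0526 each), and when single arrays were left out, 8 of 18 for slow and 12 of 18 for fast. The zinc finger set lost it with normexp (0.0681), with signal well above background required (0.209), with 3 of 3 arrays (0.0726) and when either of 2 arrays was left out. The sets that did not pass in camera were snoRNA host genes at 0.98, satellite cell genes at 0.44, erythroid genes at -0.51, macrophage genes at -0.68 and pseudogenes. Of these, macrophage, snoRNA host and erythroid genes passed in fry (adjusted p 9.52e-06, 0.0326 and 0.0342) and satellite cell genes did not (0.429). With 1 array left out, the median ranged over 0.27 to 1.06 for snoRNA host genes and 0.11 to 0.62 for satellite cell genes. Without scaling the medians of macrophage and erythroid genes were 0.01 and 0.13. The pseudogene median was 0.09, while the mean was -0.22 and fry called the set lower in nuclei.

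The next comparison asked whether the difference between fractions depended on the muscle. In limma's moderated F test 628 of 40541 probes passed an adjusted p of 0.05, and 6756 had an unadjusted p under 0.05. With the nuclear arrays of a muscle as 1 sample 0 passed, and 582 had an unadjusted p under 0.05. In simulated data that fit recovered 0% of the changed probes, so its 0 does not speak against a dependence. The replicate block left 10. By pairs of muscles, 11 probes differed between EDL and soleus, 137 between TA and EDL, and 1385 between TA and soleus. EDL and soleus share their slides, whereas only 1 TA array, of cytoplasm, lies on one of them, so muscle and slide are largely confounded in the comparisons with TA. Myh6 (A_55_P2173952) was 2.19 higher in nuclei in EDL, 2.71 in soleus and -0.01 in TA (adjusted p 0.00284). Sbk3 (A_55_P1964282) differed by -1.39, 0.24 and -2.49 (adjusted p 0.00294). The lncRNA probes with the smallest p were chr17:85418489-85427364_F (adjusted p 0.00284), chr5:23195569-23218551_R (adjusted p 0.00346) and chr8:71891610-71924216_F (adjusted p 0.00346). In this test the adjusted p of other probes of the chr17 region lay between 0.0111 and 0.0687. For other probes it was at least 0.153 in the chr5 region and at least 0.324 in the chr8 region. For a second Myh6 probe (A_55_P2140453) it was 0.112. Myh6, Sbk3 and the 3 lncRNA probes with the smallest p failed the threshold with the nuclear arrays as 1 sample.

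Soleus, a slow muscle, was set against EDL, a fast muscle, over both fractions. Of 41888 probes 1603 passed an adjusted p of 0.05 in limma, 949 higher in soleus and 654 lower. The largest move was to 46 with the nuclear arrays as 1 sample, of which 45 were shared. The share higher in soleus was 59.2% and rose to 67.2% without scaling. On the deposited values it fell to 46.6%, with 54 probes higher in soleus and 62 lower. Within the slides, which both muscles share, the fit with slide as a block gave 2802. Higher in soleus were Tnni1 at 5.57 (SE 0.61), Atp2a2 at 5.44 (SE 0.19, adjusted p 1.04e-09) and Myh6 (A_55_P2140453) at 4.82 (SE 0.24). Lower were Myh4 at -4.48 (SE 0.53), chr8:27925064-27934895_R at -3.67 (SE 0.20) and Pvalb at -3.46 (SE 0.54). Tnni1, Myh4 and Pvalb did not pass with the nuclear arrays as 1 sample, with adjusted p of 0.146, 0.193 and 0.0731.

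TA was set against EDL, both fast muscles. In limma 12534 of 41538 probes passed, 5620 higher in TA and 6914 lower. With the nuclear arrays as 1 sample 23 passed, and 469 with slide as a random block. The share higher in TA was 44.8%, and 27.2% without scaling, which moved the median of all probes to -0.16. At 7538 probes called between the nuclei of the 2 muscles, TA cytoplasm 1, on the slide of the EDL cytoplasm, differed from EDL cytoplasm by a median of 0.19. TA cytoplasm 2 and 3, on other slides, differed by 0.93 and 0.81. The difference between the cytoplasm of TA and EDL was thus far smaller within slide 1, by a single array. Lower in TA were LOC674761 at -5.26 (SE 0.33), Myl2 at -5.25 (SE 0.24, adjusted p 7.27e-09) and 2310002L09Rik at -4.48 (SE 0.21). These 3 passed with the nuclear arrays as 1 sample. Higher were Gchfr at 5.67 (SE 0.78), NAP111644-1 at 4.63 (SE 0.56) and Ube2c at 4.32 (SE 0.57), which did not. Second probes of some of these genes moved less in the main fit. They differed by 0.09 for NAP111644-1 (A_55_P1984416, adjusted p 0.680), 2.15 for Ube2c (A_55_P1996941) and -0.90 for 2310002L09Rik (A_51_P228682).

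Families whose members are not known to be expressed in muscle gave the background of the comparison of fractions. Of 463 olfactory receptor probes tested, 374 were higher in cytoplasm and 10 in nuclei (adjusted p in limma under the threshold of 0.05), with a median of -1.07. The numbers were 415 and 7 under 75th percentile scaling and 294 and 31 without scaling. Calls in cytoplasm at levels within the range of these probes therefore carry this background. With calls kept only above their 95th percentile in the same group, 13211 probes remained over the 3 muscles, all among the 28296. Of these, 7529 were higher in nuclei and 5682 in cytoplasm, 57.0% higher in nuclei, with 52.6% in EDL, 54.9% in soleus and 48.6% in TA. This floor was lower in nuclei, at 6.84, 6.75 and 6.91 against 7.72, 7.48 and 7.83 in cytoplasm of EDL, soleus and TA, and so removed more cytoplasm calls by construction. With the same floor of 7.83 for both fractions 10380 probes remained, 5115 higher in nuclei and 5265 in cytoplasm, and the share higher in nuclei was 49.3%, with 43.1%, 48.0% and 39.1% in the 3 muscles. Y-linked probes were bright in cytoplasm 3 of each muscle, at 8.51 in EDL, 7.99 in soleus and 7.64 in TA.

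**Figure D3:**
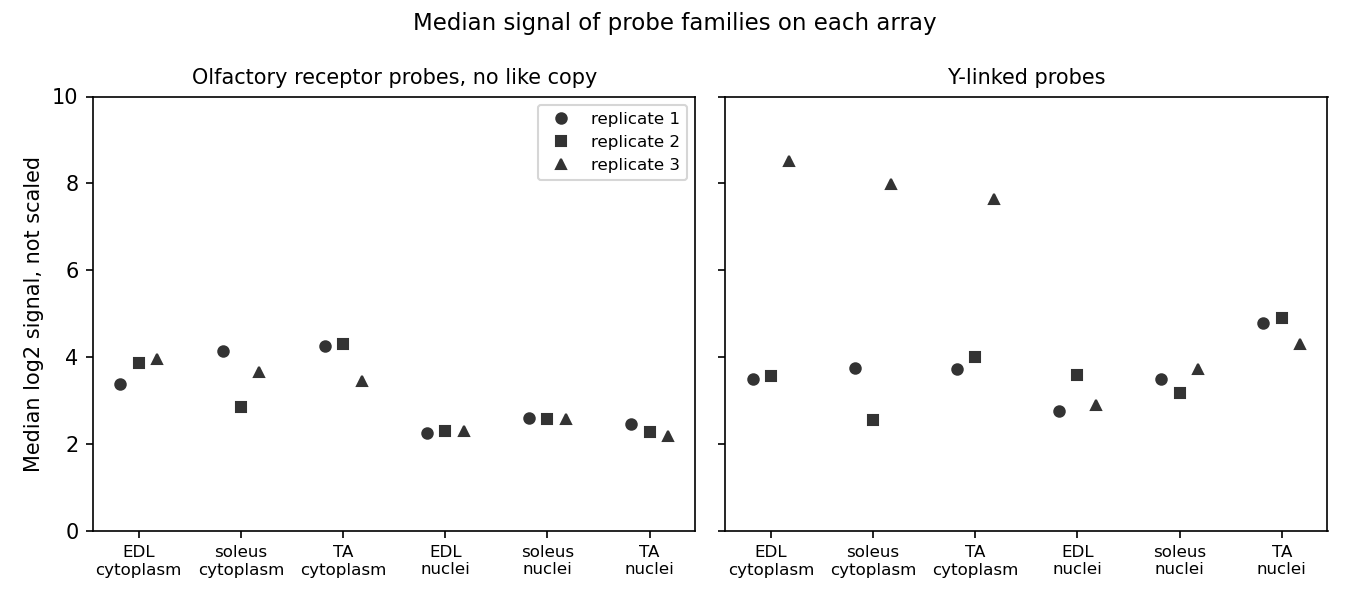
Median log2 signal, not scaled, of olfactory receptor probes with no like copy on the array and of Y-linked probes, with a symbol for each of the 18 arrays. Receptor probes were brighter on cytoplasm arrays, and Y-linked probes reached 7.64 to 8.51 on cytoplasm array 3 of each muscle against 2.55 to 3.99 on the other cytoplasm arrays.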

Values the study reported

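The study reported 481 lncRNAs located mainly in myonuclei, 655 in the cytoplasm and 297 of mixed localization. It gave pseudogenes as about 65% of the nuclear lncRNAs. Among cytoplasmic or mixed lncRNAs it gave about 34% lincRNAs and about 31% pseudogenes. By in situ hybridization on muscle sections it described Mir143hg, Gt(ROSA)26Sor, Neat1 and Nctc1 as nuclear, and H19, Pvt1 and Airn as mixed.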

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

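The slide tests, the test of control spots and the alternative with the nuclear arrays of a muscle as 1 sample were chosen after the results were seen, and the splits of the samples were set before.

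The change between fractions differed between muscles at 628 probes in a test of the difference itself (limma's moderated F test). Of 100 drawn splits of the samples, 3 gave as many, the real one included, under the 5% set beforehand. The other 2 gave 1061 and 945 probes. The splits take each nuclear array as an independent sample. They also exchange arrays between muscles within a fraction, so a difference between muscles common to both fractions enters them. In the split with 1061 probes the cytoplasm arrays of soleus and TA were exchanged as whole groups. The splits therefore do not decide whether the change depends on the muscle. The count was 10 with the replicate block and 14759 without scaling. It also rests on how the nuclear arrays are counted. With those of a muscle as 1 sample it was 0, with 582 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.934. That fit recovered 0% of the changed probes in simulated data, so its 0 does not decide. Leaving out soleus nuclei 3 gave 103 and leaving out TA cytoplasm 3 gave 1735. Only 11 probes differed between EDL and soleus, whose fractions share their slides, while TA lies mostly on others. Slide and muscle are largely confounded in the comparisons with TA, because only TA cytoplasm 1 lies on a slide with another muscle. A difference in fiber type or use between the muscles stays open and was not tested.

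The named probes of this comparison were chr17:85418489-85427364_F (adjusted p 0.00284), chr5:23195569-23218551_R (0.00346), chr8:71891610-71924216_F (0.00346), Myh6 (0.00284) and Sbk3 (0.00294). What drew attention was that their change differed between muscles. Each had an adjusted p of 1.00 with the nuclear arrays as 1 sample, the highest over its alternatives. The lowest were 5.38e-05, 2.67e-05, 0.000286, 2.24e-05 and 0.000262. With the replicate block, each but chr17:85418489-85427364_F failed the threshold. The muscle and slide limits above apply to them. No other probe of the chr5 and chr8 regions passed in limma's moderated F test, and neither did a second Myh6 probe.

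Control spots outside the main measurement also showed signal. In a series of 10 synthetic control sequences, 52.3% to 58.0% of spots were well above background on the 5 arrays of slides 3 and 4, against 20.6% to 24.9% on slides 1 and 2. Of the 10 names, 4 were over 1 (log2) brighter on each of these arrays than on any other, and 1 was dimmer. Over the 119 names of every spike-in type the ranges were 28.0% to 39.5% and 24.6% to 34.0%, and the series was singled out after that. A candidate explanation is spike-in RNA added to these samples only. The test found 5 arrays with most spots of the series above background, and those are the arrays from which the explanation arose, so it is not decided. No biological explanation was tested.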

How the results depend on the processing

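The alternatives with the nuclear arrays of a muscle as 1 sample, outlier spots kept, the probes of the deposited matrix, lincRNA regions left out and the 2 olfactory receptor floors were chosen after the data were seen.

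As 1 sample per muscle, the nuclear arrays gave counts in which 16181 probes passed over the 3 muscles, 3158 in EDL, 1408 in soleus, 4391 in TA, 0 in the interaction (582 at an unadjusted p under 0.05 in limma), 46 for soleus against EDL and 23 for TA against EDL. The classes held 294 nuclear, 1339 cytoplasmic and 21 mixed genes. Of the single genes, 40 kept their side of the threshold and 19 lost it. In simulated data this fit recovered 0% of changed probes in the interaction. Fewer samples and the larger spread of the cytoplasm arrays enter by construction.

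For the other alternatives the cause was not tested. The deposited matrix, which holds fewer probes, gave 2049 (1360 shared, 407 not tested here, 51.9% higher in nuclei), 1284, 1185 and 1478 for the fractions, 87 for the interaction, 116 and 968 for the muscles, and classes of 390, 428 and 61. Without scaling, soleus had 27107, the interaction 14759, and the classes 2050, 2030 and 1704. The interaction gave 1045 with 75th percentile scaling, 1473 with normexp, 1322 with no mask and 10 with the replicate block. Slide as a random block gave 15213 over the 3 muscles, 5800 in EDL, 3439 in soleus, 469 for TA against EDL and 371 mixed genes. Slide and scan day as blocks gave 2802 and 2609 for soleus against EDL. Significance Analysis of Microarrays gave 17999 over the 3 muscles and 6597 in TA. A minimum difference of 1 gave 12548 and, in soleus, 11348. The receptor floor per group, which was lower in nuclei, gave 13211, 9189, 8539 and 10078 for the fractions, with 57.0%, 52.6%, 54.9% and 48.6% higher in nuclei, 1648 cytoplasmic and 218 mixed genes. With the same floor for both fractions the counts were 10380, 7251, 6264 and 8507, with 49.3%, 43.1%, 48.0% and 39.1% higher in nuclei, and the classes 544, 1683 and 125. Calls in at least 2 muscles left 249 mixed genes. The probes of the deposited matrix, coding and unclassified ones included, gave 558, 927 and 60, and lincRNA regions left out gave 442, 971 and 40. With signal well above background required, probes in nuclei only numbered 1713, 2188 and 873, and in TA cytoplasm only 2237. Of the gene sets, 0 passed with the estimated correlation in camera, 2 at an unadjusted p under 0.05.

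Directions reversed for Gapdh (-0.22), Acta1 (-0.23) and Tnni2 (-0.24) with 75th percentile scaling, for Tnni1 (-0.14) with slide as a random block, and for the pseudogene set, whose median of 0.0856 was called lower in nuclei by fry. Acta1 did not pass before (adjusted p 0.0508). H19 changed sign to -0.18 under 75th percentile scaling, Actb to -0.26 with slide as a random block, and Dancr to 0.47 with that block, 0.30 without scaling and 0.24 on the deposited matrix, with neither value past the threshold. The cause was not tested.

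Leaving out 1 array gave 26613 to 28897 over the 3 muscles, 16518 to 23006 in EDL, 12841 to 20310 in soleus, 19478 to 24378 in TA, 103 to 1735 for the interaction, 1003 to 2619 for soleus against EDL and 9433 to 15126 for TA against EDL. The classes ranged over 1057 to 1255, 3278 to 3535 and 657 to 878, and the gene sets over 8 to 11. Probes in nuclei only ranged over 610 to 961 in EDL, 681 to 1156 in soleus and 273 to 519 in TA, and in cytoplasm only over 1387 to 1759, 994 to 1621 and 1483 to 2231.

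Scaling on control spots, the other lncRNA definition, gene sets on the deposited matrix, slide as a fixed block for comparisons that it does not estimate, and a replicate block for TA against EDL were not run. Signal was well above background on 58.6% to 71.2% of spots, which limits the dim probes.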

Other observations

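The tests of slide and scan day, of amplification by-products, of a single pool of mice and of 1 RNA sample per muscle, and the values of Ddx3y and Xist, were chosen after the results were seen.

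The 3 nuclear samples of a muscle were more alike than its cytoplasm samples. Lower signal in cytoplasm is argued against, since among the 8882 brightest probes the median replicate SD of cytoplasm was still at least 2.46 times that of nuclei. The slide remains open. The ratio was at least 2.13 in EDL and soleus, but their cytoplasm lay on slide 1 and their nuclei on slide 2, and a noisier slide would give it too. A candidate explanation is that 1 RNA sample was hybridised to the 3 nuclear arrays of a muscle. The ratio of the SD between arrays to that between spots was at most 0.944 in EDL and soleus nuclei, but 30 probes and a comparison with spot noise cannot decide it. Another is that nuclear samples were drawn from 1 pool of mice. Averaged over Uty, Kdm5d and Eif2s3y, the range was smaller among nuclear than among cytoplasm samples in 2 of 3 muscles. Ddx3y, chosen after its values were seen, ranged at least 6.20 times more widely among cytoplasm than among nuclear samples. In EDL, Ddx3y (log2, not scaled) was 2.84, 2.30 and 6.98 in cytoplasm 1, 2 and 3, and 6.60, 6.45 and 6.40 in nuclei 1, 2 and 3, although the labels give the same mice for equal numbers. Xist was 3.97, 5.71 and 2.92 in the same cytoplasm samples and 9.18, 9.22 and 9.05 in the nuclei. In soleus, Ddx3y was 2.08, 2.77 and 5.98 in cytoplasm and 6.30, 6.25 and 6.28 in nuclei. Neither explanation is decided by these values. If either held, the nuclear arrays would not be 3 independent samples, and the counts with them as 1 sample, 16181 over the 3 muscles and 0 for the interaction, would apply, although that fit recovered 0% of simulated changes in the interaction. A true likeness of nuclear RNA between mice stays open and was not tested.

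Probes of Y-linked genes were bright in cytoplasm 3 of each muscle, with medians of 8.51 in EDL, 7.99 in soleus and 7.64 in TA (log2, not scaled), against 2.55 to 3.99 in the other cytoplasm samples. For EDL and soleus the slide is argued against, since 5 other cytoplasm samples on the same slide were at least 3 (log2) dimmer. For TA it remains open, as 0 other samples shared the slide of that sample. Material of male mice in them may explain it. In 2 of 3 muscles the same sample was highest in the mean of Uty, Kdm5d and Eif2s3y, which is too few to decide, and Uty and Kdm5d lay near the floor in cytoplasm, at 1.77 to 2.86. Ddx3y, chosen after its values were seen, was 6.98, 5.98 and 6.03 in cytoplasm 3 of EDL, soleus and TA, against 1.96 to 2.84 in the other cytoplasm samples. It was also 6.25 to 7.56 in the 9 nuclear samples, where the Y-linked medians were not as bright. Xist was lowest in cytoplasm 3 of EDL and soleus but not of TA. The explanation is not decided by these values. The study describes the mice as female.

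Families with little expected expression in muscle were brighter in cytoplasm. Of 463 olfactory receptor probes tested, 374 were higher in cytoplasm and 10 in nuclei, with a median of -1.07. The direction held under 75th percentile scaling (415 and 7) and without scaling (294 and 31). Scaling is argued against as the cause, since the unscaled median of receptor probes with no like copy was -0.13 or lower in each muscle. The slide is argued against, since on the shared scan day of TA the median was -0.45. Genomic DNA in the cytoplasmic samples may contribute. Of receptor probes with no like copy 81.3% were higher in cytoplasm, against 26.1% of other coding probes. The change between fractions correlated between opposite strands with r of 0.757 over 1067 regions, which genomic DNA would allow and which does not decide it. However, opposite strands of a region were not more alike in cytoplasm, where the ratio of strand differences, nuclei over cytoplasm, was 0.954. Hybridization of abundant RNA to repeated sequence remains open by the same 0.954. Amplification by-products remain open too. Y-linked probes were dimmer than receptor probes with no like copy in 5 of 9 cytoplasm samples. The exceptions were cytoplasm 3 of each muscle, where Y-linked probes were bright, and EDL cytoplasm 1, at 3.49 against 3.38. These explanations cannot be told apart here, since a biological difference in such families was not tested and each test sets probes against other probes.

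Pseudogene probes may carry signal of the gene they are named after. Across 113 pairs the changes correlated with r of 0.106, and 1290 of 10000 random pairings gave as large a value. The rank correlation was 0.184, and 275 of 10000 gave as large a value, a coefficient tested after the first. The explanation is not decided by these values. These are correlations across genes, which are not independent replicates.

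The slide was tested as a source of the differences between fractions in EDL and soleus. It is argued against, since 97.2% of probes called in both had the same sign within the scan day of TA. For TA against EDL the slide may be a source, as TA cytoplasm 1 on the EDL slide differed by 0.225 times the difference of the other TA cytoplasm samples. Of 100 drawn splits of the samples, 1 gave as many probes over the 3 muscles, 1 for soleus against EDL and 1 for TA against EDL, each the real one. The splits take each nuclear array as an independent sample and exclude chance only if that holds. With the nuclear arrays as 1 sample the counts were 16181, 46 and 23. Within a muscle, 1 of 10 splits did, and 10 splits cannot exclude chance. In EDL and soleus, where numbers pair the samples, the others that part 3 pairs gave 0 probes. For TA against EDL the next splits, with 9531 and 9492 probes, exchanged TA cytoplasm 1 for an EDL cytoplasm array and so followed the scan day. With slide as a random block the real count was 469.

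The nuclear class here held 1121 genes. That is higher than the value quoted from the study above. The cytoplasmic class held 3424 genes. That is higher than the value quoted above. The mixed class held 776 genes. That is higher too. Pseudogenes made up 22.0% of the nuclear class. That is lower than the quoted share. Among cytoplasmic genes pseudogenes made up 7.74%, and among mixed genes 1.29%. Both are lower than the quoted share. lincRNA regions made up 71.7% and 94.8% of these classes. Both are higher than the quoted share of lincRNAs. The study gave its shares for cytoplasmic or mixed lncRNAs together and took lncRNAs from the Ensembl database. lincRNA regions here are intervals that the array names by position, so the categories differ. The directions above also depend on the probes and values used. On the deposited values the classes held 390, 428 and 61 genes. Each is lower than the value quoted above. That count left out 942 unclassified and 565 coding probes of the deposited matrix by construction, as only probes annotated here as lncRNA, lincRNA region or pseudogene entered. On the deposited probes of every annotation the classes held 558, 927 and 60, and without lincRNA regions 442, 971 and 40. The mixed class is then lower than the quoted value and the cytoplasmic class higher, while the nuclear class is higher in the former and lower in the latter. With the nuclear arrays as 1 sample the classes held 294, 1339 and 21. The nuclear and mixed classes are then lower than the quoted values and the cytoplasmic class higher. The mixed class held 218 genes above the receptor floor per group, 125 above the same floor for both fractions and 249 with calls in at least 2 muscles. Each is lower than the quoted value. Without lincRNA regions pseudogenes made up 55.9% of the nuclear and 27.3% of the cytoplasmic genes. Both are nearer to the quoted shares and still lower.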
